A study of Homo sapiens with 2 samples. Its data were reported in "Dual tumor suppressing and promoting function of Notch1 signaling in human prostate cancer" (2016).

How the data were processed

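RNA of RWPE-1 cells transfected with 30 nM of pre-miR-424 or a negative control was amplified, labelled with Cy3 or Cy5 and hybridised to 2 Agilent two-colour arrays, of which the second was a dye swap of the first. Groups and dyes were taken from the sample labels. Because the labels describe technical replicates, the arrays counted as 1 replicate, and sizes without p-values were computed.

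The scanner files deposited by the authors give for every spot the median pixel brightness and its local background in each channel, in units of intensity on a linear scale and not normalized, together with processed intensities that the scanner software had background-corrected and dye-normalized. The same deposited files hold the software's log10 ratio of Cy5 over Cy3. The authors also deposited a table of log2 ratios, whose scale, direction and steps are not stated for these arrays. Compared with the values computed here, its columns were log2 ratios of Cy5 over Cy3, not turned on the swap, with Pearson correlations of 0.991 and 0.988 across the 42405 probes and median absolute differences of 0.000563 and 0.000786. For its other Agilent arrays, of prostate tissue, the study states a normexp correction, loess and A-quantile scaling, and these steps were used here.

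The analysis started from the median spot signals and median backgrounds. The plan had named the mean pixel signal as the main foreground, but it was not analysed here, so the median signal, planned as the alternative, served as the main one. Background was corrected in limma 3.58.1 (R 4.3.3) by normexp with an offset of 50, fitted on all spots, control spots were then left out, and each array was normalized by loess. Subtraction without this offset would have spread the ratios of dim probes. The offset in turn draws the ratios of dim probes towards 0, so their changes are understated. Aquantile scaling between arrays changes levels but no ratio, and was used only for the levels behind the bounds, which were computed per channel and averaged over the arrays. Spots of a probe were averaged, and the ratio was turned to pre-miR-424 over control on both arrays. A probe counted as measured when it was well above background, as the scanner software marks it, in both channels of both arrays (for repeated probes, at most of the spots) and no spot of it was an outlier on either array. This left out 500 probes with an outlier spot, of which 495 were among the 999 probes printed as 10 spots, which have more chances to hold such a spot. Of 42405 probes, 25983 were well above background and 25664 entered the comparisons. All columns of per-sample values in the deposited table belonged to these arrays.

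Of 27134 probes with a RefSeq accession, 25771 (95.0%) matched a gene symbol in a RefSeq gene table (assembly GRCh38.p14), compared without versions. The table served for names only, since the array design gives positions on hg19. Probes without a match kept the name in the file, so the probe of NM_005532, higher on both arrays, stayed without a symbol. Older symbols in the gene lists were matched through synonyms. A gene was represented by its brightest measured probe.

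A probe or gene counted as changed at a log2 ratio of at least 1 in the same direction on both arrays, and the same rule applied to the unturned ratios counted changes that followed the dye. The genes named were, by a rule written before the data were examined, the 10 largest rises and 10 largest falls among changed genes, the members of the gene lists, and the 5 probes per direction with the largest bounds among probes detected in one group only, of which 1 is not reported here. Of 9 planned lists, the tumour promoting and suppressing genes were picked by the study on other samples, the Notch list held genes that the study concerns, and the others came from general knowledge. The lists overlap (HES1 and SNAI2 each belong to 2 of them). The percentile of a list's median came from 10000 random lists drawn within 20 bins of mean intensity. In these computations Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 was used.

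The steps were tested on simulated data. Of 200 probes among 25983 with a simulated change of 1.2 or 2 on the log2 scale in either direction, 180 were recovered (90.0%), with 0 other calls. The smaller change was set to 1.2 after a first version with a larger one had recovered all 200 probes, to make the test harder. In this simulation the dye noise was smaller than in the real arrays, so the share is a best case. Of 200 simulated lists of 20 genes without a shift, drawn on 13812 genes, 13 (6.50%) fell outside the central 95% of their random lists, and a list shifted by −0.3 lay below all of them.

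The alternatives were an offset of 16, no background correction, median centring, the scanner software's log ratios, the authors' log2 ratios, weaker or no filters on dim probes, outlier spots kept, each array alone, the mean over a gene's probes, and other thresholds. Dropping only the outlier spots was added after the data were seen. Tests of miR-424 seed matches in the 3'UTR and of 7-base words were planned, but no transcript sequences were used here, and they were not run.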

Results

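The deposited data comprised 2 Agilent two-colour whole-genome expression arrays on which RNA of RWPE-1 cells, a noncancerous human prostate epithelial cell line, was hybridised after transfection with 30 nM of pre-miR-424, a synthetic precursor that delivers the microRNA miR-424, or with a negative control precursor. The RNA of cells with pre-miR-424 carried Cy5 on the array with normal labelling and Cy3 on the dye swap, with the control RNA in the other channel. As the labels describe the arrays as technical replicates, they counted as 1 replicate of the comparison, and no p-value was computed. Sizes are therefore given for each array, and the agreement of the arrays covers labelling and hybridisation error only. The number of arrays limits the precision of every value.

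Each array held 62976 spots, of which 58717 measured 42405 different probes. The median spot signal was 189 in Cy3 and 290 in Cy5 on the array with normal labelling, over median local backgrounds of 29 and 70. On the dye swap these signals were 165 and 314, over backgrounds of 28 and 69. Signals well above background were found at 69.2% of spots in Cy3 and 70.1% in Cy5 on the first array, and at 66.8% and 70.0% on the swap. No spot was saturated. Among probes printed as 10 spots, the median SD of the log2 ratio within an array was 0.066 on the normal array (777 probes) and 0.065 on the swap (762 probes). In all, 25664 probes were well above background in both channels of both arrays and free of outlier spots, and they represented 13812 genes.

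The first comparison asked how closely the dye swap repeated the ratios of pre-miR-424 over control. Across the 25664 measured probes, which are not independent replicates, Pearson's correlation between the arrays was 0.157 and Spearman's was 0.100 after the sign of the swap was turned. The SD of the log2 ratios was 0.24 on the normal array and 0.27 on the swap, whereas the SD of their difference divided by the square root of 2, the error of a single array, was 0.24. Most ratios therefore lay within the error between the arrays, and 51.4% of the probes had the same sign on both. Among the 632 probes whose mean ratio was at least 0.5 in size, 99.7% had the same sign. Averaging the arrays favours probes of equal sign. The difference between the arrays divided by 2 had an SD of 0.17, well below 0.5, so a high share follows from the selection. The share therefore does not measure how well the arrays repeat each other. The correlation depended on the normalization, and it fell to −0.18 when each array was centred on its median in place of the loess fit.

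At a threshold of 2-fold in the same direction on both arrays, 36 probes differed between cells with pre-miR-424 and control cells, of which 14 were higher and 22 were lower with pre-miR-424. Applied to the ratios of Cy5 over Cy3 without turning the swap, the same threshold was passed by 25 probes, all higher in Cy5. Labelling alone thus moved a comparable number of probes, but at this threshold only at the bright end. These 25 probes all lay among the brightest 1% of measured probes, at a mean log2 intensity of at least 16.6. The brightest of the 36 changed probes lay at 15.4, so the 25 do not measure how many of the 36 came from labelling. The alternative that moved the count most was a threshold of 1.5-fold, at which 108 probes were higher and 110 lower with pre-miR-424, against 119 and 22 that followed the dye. Without the requirement of a repeat, the normal array alone gave 52 probes higher and 34 lower, and the swap alone 41 and 92.

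**Figure D1:**
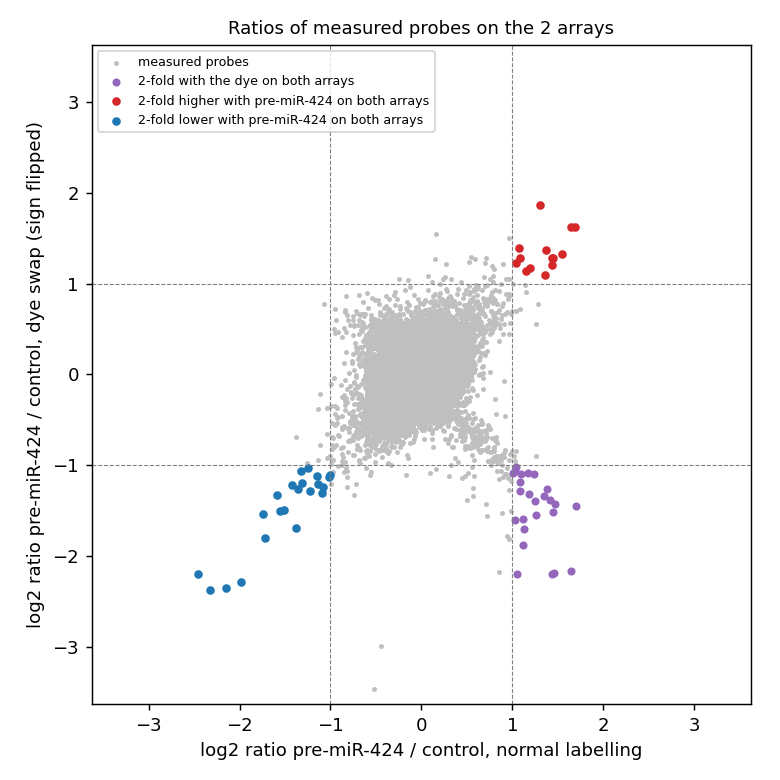
Log2 ratio of pre-miR-424 over control for the 25664 measured probes, on the array with normal labelling (x axis) and on the dye swap with its sign turned (y axis); dashed lines mark 2-fold. The 14 red and 22 blue probes passed 2-fold in the same direction on both arrays, and the 25 purple probes passed it with the dye.

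With 1 probe per gene, the brightest, 14 genes passed the 2-fold threshold on both arrays, 10 of them higher and 4 lower with pre-miR-424, against 16 genes that followed the dye. With the main processing, the largest rise was that of IFI44L (NM_006820), with log2 ratios of 1.69 on the normal array and 1.62 on the swap (mean 1.65, SD 0.050, 3.14-fold). It was followed by MX2 (NM_002463), with 1.65 and 1.62, which exceeded it with the scanner software's ratios (1.77 against 1.71) and with an offset of 16 (1.68 against 1.67), CMPK2 (NM_207315), with 1.37 on both arrays, and MX1 (NM_002462), with 1.45 and 1.28. NECTIN2 (NM_001042724) reached 1.44 and 1.28 by its brightest probe, while its other measured probe gave 0.34 and −0.19, so that its rise was specific to 1 probe. The log2 ratios were 1.07 and 1.39 for XAF1 (NM_017523), 1.36 and 1.09 for IFI6 (NM_022873), and 1.09 and 1.28 for FZD5 (NM_003468). SWAP70 (NM_015055) was up-regulated by 1.19 and 1.17. EMC10 (NM_175063) rose by 1.15 and 1.14 at its brightest probe and by 0.48 and 0.47 at another probe. When all probes of a gene were averaged, 12 of the 14 genes passed. The probe of NM_005532, which matched no symbol and therefore entered no gene, rose by 1.31 and 1.87 (mean 1.59), a mean rise below only those of IFI44L and MX2 among the 14 probes that rose; it was singled out after its values were seen.

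The 4 genes lower with pre-miR-424 were PDP2 (NM_020786), with log2 ratios of −1.72 and −1.80 (mean −1.76, SD 0.054), LPP (NM_005578), with −1.74 and −1.53, LSM11 (NM_173491), with −1.42 and −1.22, and LTK (NM_002344), with −1.36 and −1.26. For the 14 genes, the SD between the arrays was at most 0.23 (XAF1), below every change of these genes. Each of the 14 changes kept its sign under all 12 alternatives, but not all of these could have changed it. The weaker filters and the outlier spots kept or dropped left these values unchanged. With each array alone the sign was fixed, because the rule had required both arrays. The sizes of the dimmer genes that fell were larger under 2 of the alternatives. With the log ratios of the scanner software, the mean was −2.91 for LPP, −2.30 for LSM11 and −2.30 for PDP2, and with a normexp offset of 16 it was −2.03, −1.59 and −1.96, so that LPP fell more than PDP2 under both.

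**Figure D2:**
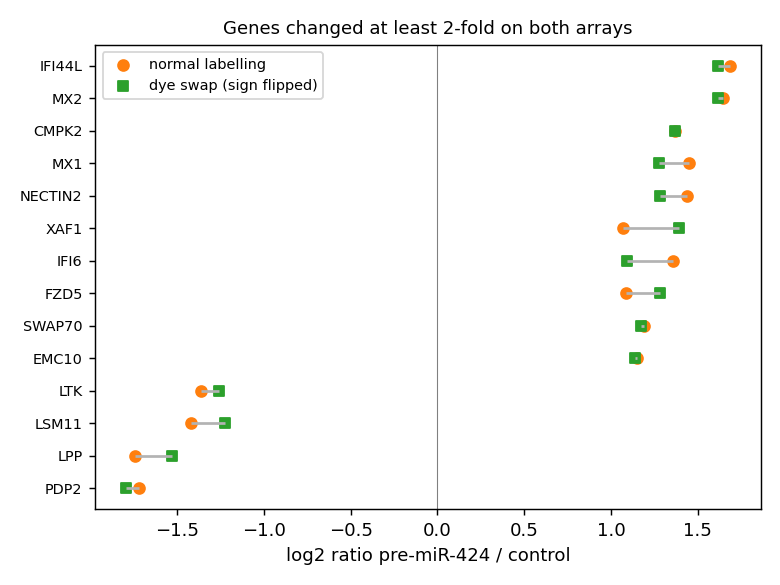
Log2 ratio of pre-miR-424 over control (x axis) for the 14 genes that passed 2-fold on both arrays, with circles for the normal labelling and squares for the dye swap after its sign was turned. With the main processing, the mean was 1.65 for IFI44L at the top and −1.76 for PDP2 at the bottom.

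The probe with the largest fall, which belongs to GNL3L (NM_019067), gave log2 ratios of −2.32 and −2.38, but it was not the brightest probe of its gene, and the brighter one gave −0.49 and −0.70. The probes of GNL3L and the following regions were singled out after their values were seen. Of the 22 probes that fell, 10 were designed against 8 long intergenic non-coding RNA (lincRNA) regions, given by the array design on the hg19 build. Both measured probes of the region on chromosome 11 from 121962085 to 122073559 (minus strand) fell, with mean log2 ratios of −2.33 and −2.13. The probe of the region on chromosome 1 from 181309852 to 181429627 (minus strand) fell by a mean of 2.25 on the log2 scale. Both probes of the region on chromosome 8 from 128807043 to 128820943 (plus strand) fell, with means of −1.17 and −1.16. In the region on chromosome 1 from 204525561 to 204527207 (plus strand), 1 probe gave a mean of −1.26 and a brighter probe 0.20, so the probes disagreed there.

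Probes well above background on both arrays in cells of 1 kind and on neither array in the other numbered 44 for pre-miR-424 and 183 for control. The same rule applied to the dyes gave 334 probes found only in Cy5 and 26 found only in Cy3. The direction depended on the array, since the normal array alone gave 987 for pre-miR-424 and 557 for control, and the swap alone 225 and 1703. As a level not well above background allows only a bound, the difference is given as a lower bound on the mean of both arrays, from the mean of the brighter group against the higher of the dim probe's own level and the lowest level well above background. No probe reached a bound of 2-fold. For most of the probes named here the dim probe's own level was the higher one on both arrays, so that the bound is the ratio of the measured mean levels and leaves no margin for the difference between arrays. On the array with the smaller difference it was 1.29-fold for FBXO39 and 1.54-fold for BC048301. The largest bounds with pre-miR-424 higher were at least 1.37-fold for FBXO39 (NM_153230), at least 1.36-fold for ENST00000528887, at least 1.35-fold for TCONS_00023880 and at least 1.32-fold for a lincRNA region on chromosome 2 (37066296 to 37072571, plus strand). In the other direction, they were at least 1.83-fold for BC048301, at least 1.69-fold for a lincRNA region on chromosome 9 (114967654 to 114975954, minus strand), at least 1.68-fold for one on chromosome 6 (56709666 to 56716191, minus strand), at least 1.54-fold for ENST00000321276 and at least 1.51-fold for AJ272176.

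A further comparison asked whether 9 gene lists fixed before the data were examined moved as a whole. Each list's median log2 ratio was placed among the medians of 10000 random gene lists of the same size, matched on mean intensity, as a description of these arrays. The first list held genes known in general as targets of the family of miR-15, miR-16, miR-424 and miR-497, which share a seed, and its 18 measured genes had a median of −0.21 (−0.27 on the normal array and −0.13 on the swap), below all random lists, the central 95% of which lay between −0.08 and 0.08. On the normal array alone the list also lay below all random lists, and on the swap alone it lay at percentile 1.92. Of the 18 measured genes, 11 were lower and 2 higher on both arrays. The mean log2 ratio was −0.77 for CCNE1, −0.63 for CCND2, −0.60 for CCND3, −0.52 for CDC25A, −0.51 for CDK6 and −0.48 for COP1. It was 0.22 for MAP2K1, and BCL2 (0.11) and VEGFA (0.14) were not lower. CCND1 had outlier spots and was left out.

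The 10 interferon response genes had a median of 0.83 (0.85 and 0.79 on the arrays), above all 10000 random lists, and all 10 were higher with pre-miR-424 on both arrays. Their mean log2 ratios ranged from 0.41 for RIGI to 1.65 for IFI44L. The list's median dye component, that is the part of the ratios that changed sign with the labelling, was 0.02.

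The 10 STAT3 response genes had a median of 0.20 at percentile 99.99 of the random lists, with 6 genes higher and 3 lower on both arrays. IL6 (0.79) and STAT3 (0.60) had the largest rises of the list, while BCL2L1 fell by 0.25. With the normal array alone, the median was 0.10 at percentile 86.4, so that the position of this list rested on the swap. The tumour promoting and tumour suppressing lists were picked by the study on other samples, as genes induced or repressed by Notch1. The tumour promoting list had 9 measured genes with a median of 0.10 at percentile 98.2, with 7 of them higher on both arrays. On the normal array alone this percentile was 79.6, and on the swap alone it was 97.6. The 4 tumour suppressing genes had a median of 0.09 at percentile 84.1.

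The 8 measured Notch pathway genes had a median of −0.10 at percentile 5.66, with 2 genes higher and 4 lower on both arrays. SMAD3 had outlier spots and was left out, and CDKN1A gave −0.16 and −0.35. NOTCH2 had log2 ratios of −0.66 and −0.55 on the arrays by its brightest probe, but its other measured probe gave 0.01 and −0.07, and the mean over both probes was −0.32. NOTCH3 had ratios of −0.19 and −0.54, whereas NOTCH1 gave 0.05 and 0.03. For HES1 the arrays disagreed in sign, with −0.37 and 0.33. The median was −0.05 for the epithelial list (percentile 20.2), 0.11 for the mesenchymal list (percentile 95.7) and −0.03 for the proliferation list (percentile 31.1, with 6 genes higher and 6 lower on both arrays), each within the central 95% of its random lists.

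**Figure D3:**
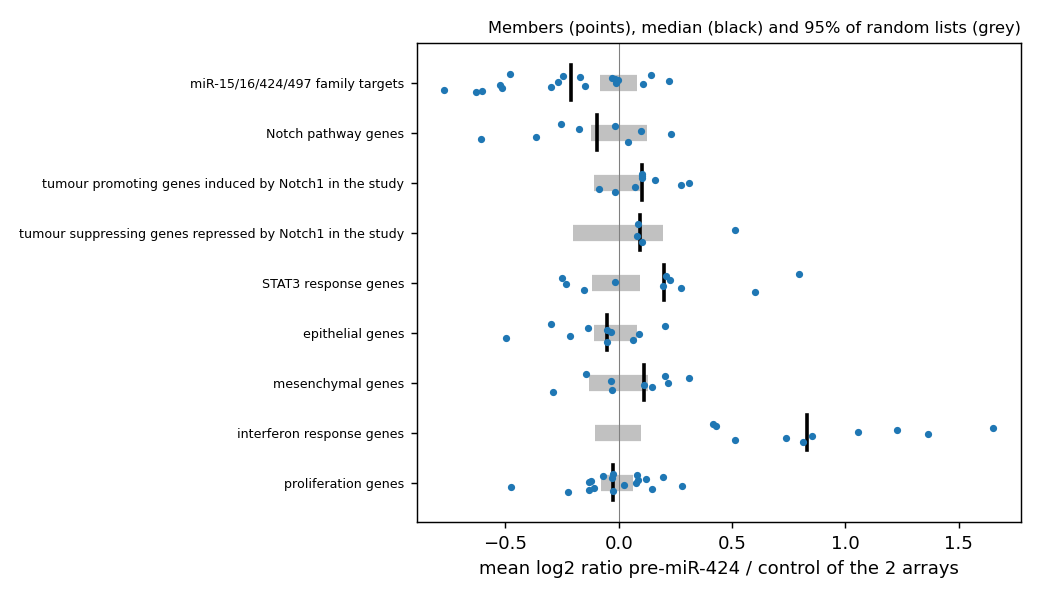
Mean log2 ratio of pre-miR-424 over control on the 2 arrays (x axis) for the members of the 9 gene lists (points), with the list's median in black and the central 95% of the medians of 10000 matched random lists in grey. The interferon response list lies farthest from its random lists, at a median of 0.83, and the targets of the miR-424 family lie below theirs at −0.21.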

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

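The test in this part was chosen after its result was seen. The scanner software's protocol is one for arrays run without spike-in RNA, yet 2 of the 96 ERCC spike-in probes and 1 of the 10 E1A spike-in probes were well above background in both channels of both arrays, while the negative control probe was not. These signals lie outside the main measurement. The brightest, an ERCC probe, had median signals of 96.5 in Cy3 and 151 in Cy5 on the normal array, below the median signals of 189 and 290 of the other spots. If spike-ins had been added, most of these probes would be expected above background, but only 3 of 106 were, which argues against it. Binding of human RNA to these probes stays open and was not tested. The design gives no group in which such signals have a biological meaning, and no biological explanation was tested.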

How the results depend on the processing

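The direction of the interferon response list (0.78 to 0.85), of the miR-424 family targets (−0.27 to −0.13) and of the 14 named genes was the same under every alternative run, and no called value reversed. For the 14 genes, some of these alternatives could not have changed the sign, as stated above. The count of changed probes stayed within 1.5 times of 36 under an offset of 16 (46), no background correction (38), median centring (29), the authors' log2 ratios (36), both weaker filters on dim probes (36 each), outlier spots kept or dropped singly (38 each) and a threshold on the mean ratio (53). All 36 probes were bound to be called again with the weaker filters, with outlier spots kept or dropped, and with the threshold on the mean ratio. They were also called again in the other settings named here, except that 26 were under median centring. That setting moved the median of all measured probes to 0.10 and −0.18 on the arrays, so its ratios are read relative to this shift. It gave 6 genes higher and 5 lower, against 10 and 4, and 205 probes that followed the dye, against 25.

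The scanner software's log ratios gave 67 probes (21 higher, 46 lower) and 24 genes, which included all 36 probes and 14 genes, while the probes that followed the dye numbered 3 and 4. The 1.5-fold threshold gave 218 probes. The cause of the first was not tested, and the second follows from the lower threshold. With a single array, the counts rose to 86 and 133 for probes and to 43 and 76 for genes, as no repeat was then required. The 25 probes and 16 genes that followed the dye on both arrays are part of this rise. They count as higher on the normal array and as lower on the swap. How much of the rest came from the dye was not tested. The balance of directions changed too: the normal array gave 52 probes higher and 34 lower (35 and 8 genes), and the swap 41 and 92 (28 and 48 genes). For probes detected in one group only, 227 with both arrays, single arrays gave 1544 and 1928, and the direction changed: the normal array alone gave 987 with pre-miR-424 and 557 with control, and the swap alone 225 and 1703.

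The correlation of the arrays was 0.230 with the scanner software's ratios, 0.172 with an offset of 16, 0.106 with no filter on dim probes and −0.185 under median centring, against 0.157. The last sign follows from a dye trend that median centring leaves in place; the cause of the others was not tested. Alternatives for this correlation, for the probes detected in one group only and for the lists added later, and the dropping of single outlier spots, were chosen after the data were seen.

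The Notch pathway median moved from −0.10 to −0.0174 under both weaker filters on dim probes, because HEY1 then entered the list. With each array alone, the medians ranged from 0.10 to 0.21 for the STAT3 list, −0.22 to −0.0057 for the epithelial list, −0.27 to −0.13 for the miR-424 family targets, 0.062 to 0.18 for the tumour promoting list, 0.11 to 0.18 for the tumour suppressing list, and 0.58 to 0.67 for the further interferon response list. The STAT3 list left the top 2.5% of its random lists on the normal array alone, and so did the tumour promoting list, which also left it with the scanner software's ratios (percentile 93.9). Signal over background limits the dim probes, whose ratios depend on the offset. All ratios were taken within an array, so that each comparison was already paired by array. The mean pixel signal and the seed match tests were not run.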

Other observations

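The tests for dye bias, for a few probes, for the cultures or preparations, for the cell cycle and for the lincRNA probes were chosen after the results were seen, as was the second interferon list, for 6 measured genes of which values were known (CMPK2, DTX3L, IFITM1, MX2, OAS2 and XAF1). The gene lists of interferon ligands and NF-kB response genes were chosen after the interferon rise was seen but before their own values, and the recalled target set before any gene's value, although 1 probe of its member GNL3L had been seen when its test was written.

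The rise of interferon response genes was the largest shift of any planned list. Dye bias is argued against by a median dye component of 0.0202 beside a median ratio of 0.83. A few probes as the source are argued against by a second list, in which 92.9% of 28 measured genes (26) were higher on both arrays, with a median of 0.58. NF-kB response genes had a median of −0.02 at percentile 38.0, with 2 genes higher and 3 lower on both arrays. The list thus gave no sign of a wider inflammatory response. It cannot exclude one, since its median was −0.09 on the normal array and 0.04 on the swap. The 4 measured interferon ligands had a median of 0.10 at percentile 89.0. Their percentile was 85.4 on the normal array alone and 66.5 on the swap alone. With no filter on dim probes it was 97.7, over 8 ligands. IFNB1 was not well above background in every channel. Whether the cells made interferon before harvest therefore stays open. A difference between the 2 cultures or RNA preparations unrelated to miR-424 cannot be told apart from an effect of miR-424, since there was 1 replicate. The control cells also received a precursor, so a response common to any precursor RNA would cancel in the ratio. A response to precursor RNA that differed in size between the precursors stays open and was not tested.

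A wider set of 134 genes, recalled from general knowledge as targets of the shared miR-15/16 seed, had a median of −0.13 over 128 measured genes, below all 10000 random lists (central 95% from −0.04 to 0.03), with 67 genes lower and 22 higher on both arrays. This fall is consistent with repression through the shared seed, as a hypothesis. A dye effect as the whole cause is argued against, because the median was −0.20 on the normal array and −0.07 on the swap. The dye component of −0.0592 was not negligible, however, and on the swap alone the set lay at percentile 0.27. The proliferation list lay at percentile 31.1, with 6 genes higher and 6 lower on both arrays, and so gave no sign of a slower cell cycle. A slowing too small to move this list out of its random lists could not be excluded. The set shares BCL2, CCND3, CCNE1, CDK6, CHEK1, FGFR1, KIF23, MAP2K1, VEGFA and WEE1 with the planned family list, so the lists are not independent. It also shares NOTCH2 with the Notch pathway list and MCL1 with the STAT3 list. Transcript sequences were not used, and the share of the set that holds a site was not determined.

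LincRNA probes made up 14.8% of the measured probes but 45.5% of the 22 that fell (10 probes), and none of the 14 that rose. Among intensity-matched probes, 3.49 lincRNA probes would be drawn on average, and 9 of 10000 draws held 10 or more, which argues against dim, noisy probes as the whole cause. The median ratio of all lincRNA probes differed from that of protein-coding probes by −0.0131, and the difference had opposite signs on the arrays (0.05 and −0.08), which argues against a lower yield of all such RNA. Several probes share a region, so they are not independent. An effect of miR-424 on these RNAs stays open as an untested hypothesis.

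The 25 probes that followed the dye at 2-fold belonged to the brightest 1%. Of the other 232 probes of that percent, 95.3% were higher in Cy5 on both arrays, with median log2 ratios of Cy5 over Cy3 of 0.56 and 0.68. These were 0.15 and 0.19 with the scanner software's ratios, and 1.23 and 1.38 under median centring. The pattern is consistent with a dye trend at the bright end that the loess fit left in place.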
